# The effects of glycemic index on prostate cancer progression in a xenograft mouse model

**DOI:** 10.1038/s41391-023-00769-w

**Published:** 2023-12-11

**Authors:** Gloria Cecilia Galván, Everardo Macias, Sergio Sanders, Adela Ramirez-Torres, Shannon Stock, Sungyong You, Celine E. Riera, Patrick Tamukong, Stephanie A. Smith-Warner, Jeanine M. Genkinger, Daniel J. Luthringer, Michael R. Freeman, Stephen J. Freedland

**Keywords:** Prostate cancer, Cancer therapy

## Abstract

**Background:**

Previously, we found low-carbohydrate diets slowed prostate cancer (PC) growth and increased survival vs. a Western diet in mice, by inhibiting the insulin/IGF-1 axis. Thus, we tested whether modifying carbohydrate *quality* to lower glycemic index (GI) without changing *quantity* results in similar benefits as with reduced *quantity*.

**Methods:**

Male SCID mice injected with LAPC-4 cells were single-housed and randomized when their tumors reached 200 mm^3^ on average to a LoGI (48% carbohydrate kcal, from Hylon-VII) or HiGI Western diet (48% carbohydrate kcal, from sucrose). Body weight and tumor volume were measured weekly. Body composition was assessed 35 days after randomization. Blood glucose and serum insulin, IGF-1 and IGFBP3 were measured at study end when tumor volumes reached 800 mm^3^. We analyzed gene expression of mice tumors by RNA-sequencing and human tumors using the Prostate Cancer Transcriptome Atlas.

**Results:**

There were no significant differences in tumor volume (*P* > 0.05), tumor proliferation (*P* = 0.29), and overall survival (*P* = 0.15) between groups. At 35 days after randomization, the LoGI group had 30% lower body fat (*P* = 0.007) despite similar body weight (*P* = 0.58). At sacrifice, LoGI mice had smaller livers (*P* < 0.001) and lower glucose (*P* = 0.15), insulin (*P* = 0.11), IGF-1 (*P* = 0.07) and IGF-1:IGFBP3 ratio (*P* = 0.05), and higher IGFBP3 (*P* = 0.09) vs. HiGI, although none of these metabolic differences reached statistical significance. We observed differential gene expression and pathway enrichment in mice tumors by diet. The most upregulated and downregulated gene in the LoGI group showed expression patterns more closely resembling expression in human benign prostate tissue vs. PC.

**Conclusions:**

In this single mouse xenograft model, consuming a low GI diet did not delay PC growth or survival vs. a high GI diet despite suggestions of decreased activation of the insulin/IGF-1 pathway. These data suggest that improving carbohydrate quality alone while consuming a high carbohydrate diet may not effectively slow PC growth.

## Introduction

Prostate cancer (PC) is a major public health concern [1]. While multiple local and systemic therapies are available, they can cause significant side effects and are not always curative. Therefore, alternative therapies are needed. Given their low toxicity, potential to improve overall health, and ability to be self-implemented, there is strong interest in dietary approaches for PC management.

Carbohydrates are one main energy source in the American diet. Carbohydrate intake leads to insulin secretion, which activates proliferation and survival pathways known to promote cancer development and growth [2]. In previous xenograft studies, we showed carbohydrate reduction slowed PC growth and increased survival. Versus mice fed an isocaloric Western diet (44% kcal of carbohydrates), mice fed a no-carbohydrate diet had prolonged survival, smaller tumors, reduced insulin, and increased insulin-like growth factor-binding protein 3 (IGFBP3), which has tumor suppressing activity [3]. Another animal study showed consuming a low-carbohydrate diet (20% kcal of carbohydrates) yielded similar results to a no-carbohydrate diet [4]. However, long-term adherence to no-carbohydrate or low-carbohydrate diets could be difficult for some, especially cancer patients who are facing challenges from both having cancer and undergoing treatment. Therefore, we tested if analogous to reducing carbohydrate *quantity*, whether modifying carbohydrate *quality* also impacted PC growth.

Glycemic index (GI) assesses carbohydrate quality by determining the impact of carbohydrates on blood glucose [5]. Low GI foods result in slower rise of glucose and insulin levels. Given the role of glucose and insulin in promoting tumor growth, we hypothesized a low GI diet may slow tumor growth. Studies testing the association between GI and PC risk in humans have shown mixed findings and to date [6–9], there are no animal studies testing a low GI diet for PC. We investigated the effect of carbohydrate quality on PC growth and survival in a xenograft model comparing high vs. low GI Western diets.

## Materials and methods

### Cell culture

To model early-stage PC, we used a human hormone-sensitive PC cell line with wild-type androgen receptor shown to respond to dietary modulation [3, 4]. Los Angeles Prostate Cancer 4 (LAPC-4) cells were obtained from Dr. William Aronson from UCLA [10]. Cells were cultured in Iscove’s modified medium containing with 10% fetal bovine serum supplemented with 1 nM of synthetic androgen R1881 and maintained in 5% CO_2_ at 37 °C and harvested after trypsinization when they reached ~80% confluency in log-phase growth.

### Xenograft study

To determine the effects of carbohydrate quality on PC growth and survival, we conducted a xenograft mouse study comparing two diets with different GI. Male 6–8-week-old severe combined immunodeficient (CB.17 scid/scid) mice (*n* = 64) were purchased from Taconic Biosciences, Inc (Germantown, NY) after obtaining approval from Cedars-Sinai Medical Center Institutional Animal Care and Use Committee (protocol IACUC006821). After an acclimation period, they were fed an *ad libitum* HiGI diet at day 1 of the study and housed at 5 mice/cage. On day 14, all mice were injected with 0.15 ml of a 1:1 solution of 5 × 10^^5^ LAPC-4 cells and Matrigel (Corning, Corning, NY) into the lower right flank. Tumor volumes, once palpable, were measured weekly using digital calipers and calculated using the formula: width × height × length × 0.5236. When tumor volumes reached 200 mm^3^ on average, mice were single-housed and randomized to a diet (*n* = 32 mice/group): HiGI or LoGI Western diet provided ad libitum. Investigators, blinded to group allocation, randomized mice by tumor size to ensure similar tumor volumes across groups. Diets were purchased from Research Diets Inc (New Brunswick, NJ) and are described in Table 1. Diet composition was nearly identical except for different predominant source of carbohydrates: sucrose for the HiGI and Hylon-VII (70% amylose, 30% amylopectin) for the LoGI. Body weight was monitored every week. Mice were sacrificed by euthanasia with CO_2_ after a four-hour fast when their tumor volume reached 800 mm^3^. Blood was obtained via cardiac puncture. Tumors and livers were harvested and weighed. One half of each tumor was snap-frozen with liquid nitrogen while the other half was placed in 10% neutral buffered formalin and subsequently embedded in paraffin blocks. The health of one mouse was compromised and therefore was euthanized soon after randomization, per Cedars-Sinai institutional criteria. The mouse belonged to the LoGI group; however, the health deterioration did not seem related to the diet and was excluded from analyses.

**Table 1:** Composition of experimental diets.

	HiGI WD		LoGI WD	
Kcal/g	4.5		3.8	
	%gm	%kcal	%gm	%kcal
Protein	20	18	17	18
Carbohydrate	53	48	60	48
Fat	17	35	15	35
**Total**		**100**		**100**
**Ingredient**	**gm**	**kcal**	**gm**	**kcal**
Casein	195	780	195	780
DL-Methionine	3	12	3	12
Hylon VII (70% amylose, 30% amylopectin)	0	0	571	1599
Maltodextrin	0	0	125	500
Sucrose	524.66	2099	0	0
Cellulose, BW200	50	0	50	0
Milk Fat, Anhydrous	83	747	83	747
Lard	83	747	83	747
Corn Oil	8.3	75	8.3	75
Mineral Mix S10001	35	0	35	0
Calcium Carbonate	4	0	4	0
Vitamin Mix V10001	10	40	10	40
Choline Bitartrate	2	0	2	0
Cholesterol	1.5	0	1.5	0
Ethoxyquin	0.04	0	0.04	0
Total	1000	4499	1171.34	4500

### Body composition analysis

Mouse body composition was determined using the Echo-MRI^TM^ system (Echo-MRI, Houston, TX), which uses quantitative magnetic resonance technology to precisely measure body fat, lean and water mass. Measurements along with body weight were taken 35 days after randomization.

### Glucose, insulin, IGF-1, IGFBP-3 measurements

Blood glucose was measured at sacrifice using Accu-Chek Aviva Plus glucose strips and meter (Roche Diabetes Care Inc, Indianapolis, IN). Serum was obtained by centrifugation of whole blood lysates after allowed to clot. Serum insulin, IGF-1 and IGFBP-3 were determined by enzyme-linked immunoassays (ELISA) kits per manufacturer’s instructions from Rat/Mouse Insulin (Millipore Sigma, Burlington, MA), Mouse/Rat IGF-1 (R&D Systems, Minneapolis, MN) and Mouse/Rat IGFBP-3 (ALPCO, Salem, NH) from a subset of mice (*n* = 11/group).

### Tumor proliferation measurement and histology review

Tumor proliferation was assessed by immunohistochemistry in 4 µm sections from FFPE tumor blocks at Cedar-Sinai Biobank and Research Pathology Resource. Slides were incubated with Ki67 monoclonal antibody (Roche Diagnostics, Ventana Medical Systems, Oro Valley, AZ) for 32 min at 37 °C. Quantification was done by a single investigator blinded to the study groups using an automated imaging software. Percent of positive cells was determined from cells presenting weak, medium and strong signals out of the total cells in the sample. To determine histological differences, sections from tumor blocks were stained with hematoxylin and eosin (H&E), and reviewed by a board-certified pathologist in a blinded fashion.

### RNA sequencing and gene expression analysis

Tumors from a subset of mice (*n* = 3/group) were used for gene expression analysis by RNA-sequencing at Cedars-Sinai’s Applied Genomics Computation and Translational Shared Resource. Total RNA was isolated with Direct-Zol RNA isolation kit (Zymo Research Corporation, Irvine, CA). RNA quantity and quality were assessed using QuBit Fluorometer (ThermoFisher Scientific, Waltham, MA) and 2100 Bioanalyzer (Agilent, Santa Clara, CA), prior to sequencing on the Illumina NovaSeq 6000 (Illumina, San Diego, CA). Data quality was assessed using MultiQC software [11]. Given tumors were xenografts (i.e., human cells), and thus have human cell expression patterns, we first used BBMap [12] to map reads to human (GENCODE human genome: Release 38(GRCh38.p13)) and mouse (MOUSE Genome: Release M22(GRCm38.p6)) genome and removed reads unique to mouse alone. Second, we used an established STAR-RSEM mapping and quantification pipeline for read alignment to the human genome and transcript quantification [13–15]. Count normalization and differential gene expression analysis were performed using the edgeR software using Benjamini & Hochberg to adjust for multiple comparisons [16]. Differentially expressed genes were selected at false discovery rate < 0.05 and log2 fold change (FC) |≥1 | . Differential enrichment of transcriptomic pathways was determined by ranking all analyzed genes by FC in Pre-ranked Gene Set Enrichment Analysis (GSEA) [17] with hallmark gene sets from the Molecular Signatures Database hallmark gene set collection (MSigDB) [18]. We used the GSEA Desktop version 4.1.0. Hallmark pathways enriched at nominal *p*-value < 0.05 were defined as significant.

To determine association of gene expression with human disease course, we used the online tool Prostate Cancer Transcriptome Atlas (PCTA; thepcta.org), which includes data from 1321 specimens from 38 human PC cohorts [19]. We determined gene expression by disease course: benign, primary PC (Gleason scores <7, 7, and >7), and metastatic castration-resistant PC (mCRPC). Differences between subsets were determined by one-way ANOVA and Rank-sum test.

### Statistical analysis

We calculated sample size for 80% power at a two-sided significance level of 0.05 to detect differences of at least 0.36 mm^3 between groups at the final endpoint. Shapiro Wilk test was used to test for normality of the data. F-test of equality of variances was used to test variance between groups. Assumptions of data independence, normality and variance were considered when choosing statistical tests. Two-sample *t t*est or Wilcoxon rank sum exact test was used to compare groups, as appropriate. Survival was defined as time from randomization to sacrifice and is shown graphically by Kaplan–Meier curves. Differences in survival between groups were tested using a log-rank test. Statistical significance was defined by a *p*-value of *P* < 0.05. Statistical analyses were performed using Stata (version 14.2) and R (version 4.0.4).

## Results

### Diet did not impact survival or tumor growth

We found no difference in overall survival (time to 800 mm^3^ tumor volume) (*P* = 0.15, Fig. 1A) and no differences in median tumor volume at any point of the study (all *P* > 0.05, Fig. 1B) between diet groups. There was no difference between diets in tumor weight at sacrifice (*P* = 0.20, data not shown) or in Ki67 staining in the tumor (*P* = 0.29, Fig. 1C). Additionally, we did not observe any histological differences between groups.

**Fig. 1:**
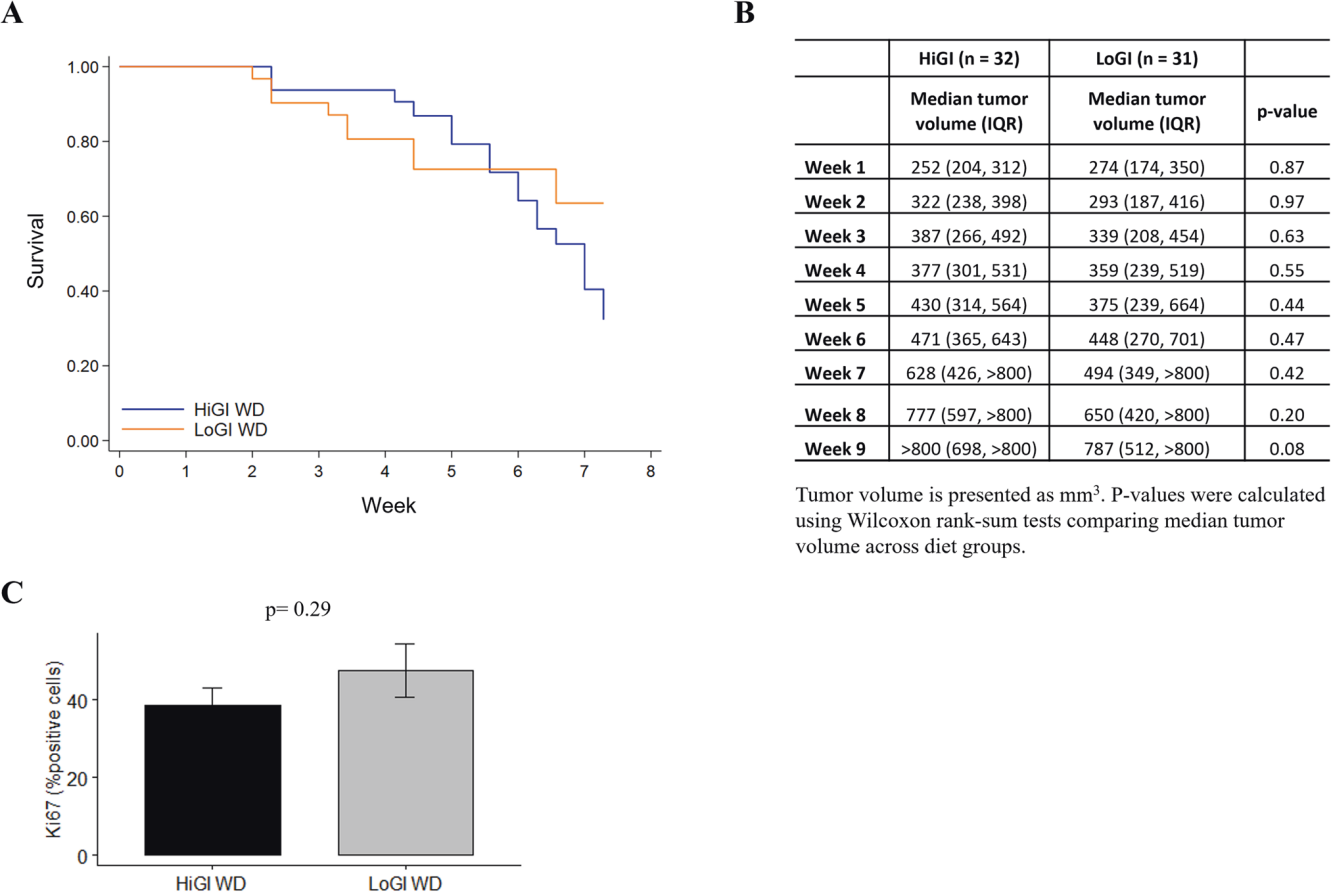
Impact of glycemic index on survival and tumor growth in mice with PC. **A** Kaplan–Meier survival curves for survival stratified by group. Differences between groups were tested using a log-rank test. **B** Summary statistics for tumor volume stratified by diet. P-values were calculated using Wilcoxon rank-sum tests comparing median tumor volume across diet groups. **C** Quantification of tumor Ki67 expression detected by immunohistochemistry. Values are presented as the mean of each group. Error bars represent standard deviation. Mean comparison was done by Two sample *t* test.

### Mice fed a LoGI diet had lower body fat and liver weight

Body weight was similar between groups throughout the study (Fig. 2A), but body composition at 35 days after randomization differed between groups (Fig. 2C–E). Mice fed a LoGI diet had 30% lower percent body fat vs those fed a HiGI diet (*P* = 0.007, Fig. 2C), while maintaining the same body weight (*P* = 0.58, Fig. 2B). Correspondingly, percent lean and water mass were similar among diet groups (Fig. 2D, E). Liver weight at sacrifice was 21% lower for mice fed a LoGI diet vs a HiGI diet (*P* < 0.001, Fig. 2F).

**Fig. 2:**
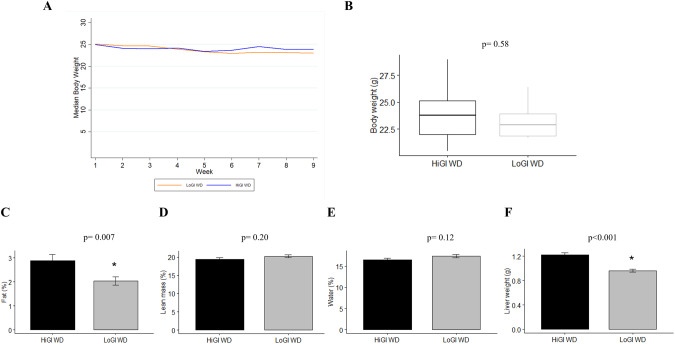
Effect of experimental diets on body weight, body composition and liver weight. **A** Mice were weighed twice per week. Values are presented as median body weight of each group after being randomized to their diet. **B**–**E** Body weight and body composition on day 35 after diet randomization. Body composition was determined using quantitative magnetic resonance technology. **F** Livers from mice were weighed at sacrifice. In bar graphs (**C**–**F**), values are presented as the mean of each group. Error bars represent standard deviation. Two sample *t* t*e*st or Wilcoxon rank-sum test were used for group comparison (*P < 0.05).

### A LoGI diet altered the insulin/IGF-1 axis

Although not statistically significant, consistent trends of lower insulin/IGF-1 axis measures were seen for the LoGI vs the HiGI group (Fig. 3). Mice fed a LoGI diet had lower blood glucose (*P* = 0.15) and serum insulin (*P* = 0.11), IGF-1 (*P* = 0.07) and IGF-1:IGFBP3 (*P* = 0.05), and higher IGFBP3 (*P* = 0.09), vs the HiGI group (Fig. 3A–E).

**Fig. 3:**
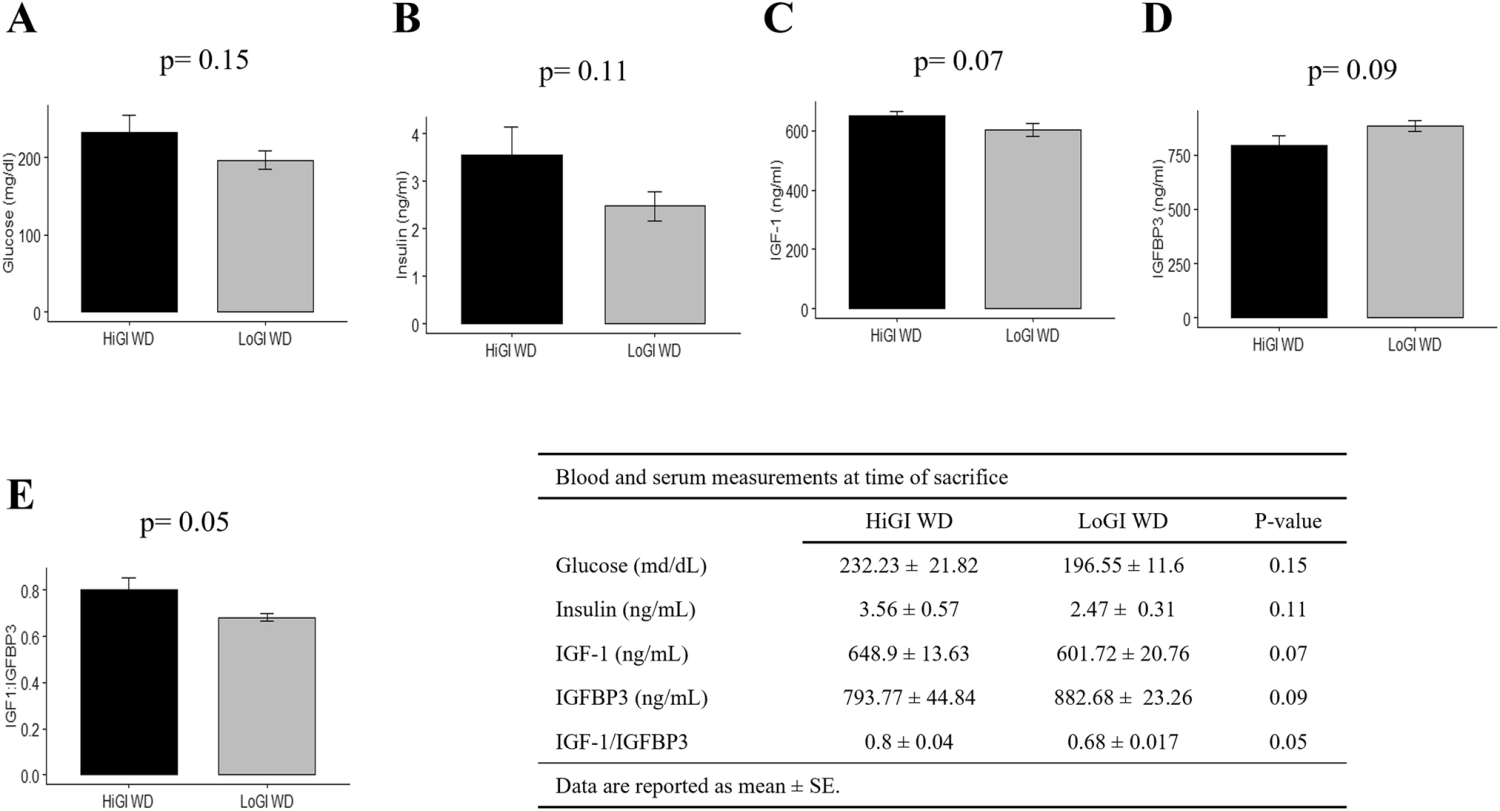
Detection of markers of the insulin/IGF-1 pathway in mice at sacrifice. **A** Blood glucose levels. **B**–**E** Serum levels of insulin, IGF-1, IGFBP3 and IGF-1:IGFBP3 ratio. Values are presented as the mean of each group. Error bars represent standard deviation. Mean comparison was done by Two sample *t* test.

### GI had an impact on gene expression

Tumor RNA-sequencing data were analyzed to determine pathway enrichment and differential gene expression by group. 

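The tumors were xenografts of LAPC-4, a human prostate cancer line, grown in the flank of SCID mice, which lack B and T cells. Mice were randomized when tumors averaged 200 mm3 and were sacrificed at 800 mm3. Both Western diets drew 48% of their energy from carbohydrate and differed in its glycemic index. RNA-sequencing covered 3 HiGI tumors (numbered 16, 20 and 26 in the sample records) and 3 LoGI tumors (numbered 19, 27 and 28). The sample records give stranded single-end reads of 75 bp and an average of about 30000000 reads per tumor, more than were counted on genes. The authors removed reads that mapped only to the mouse genome, aligned the rest to the human genome (GRCh38.p13, GENCODE genes) with STAR and RSEM, and deposited a count of reads per gene that is not normalized. The deposited counts are whole numbers and sum to 21053807, 19991254 and 18749813 reads in HiGI tumors 16, 20 and 26, and to 19022240, 21550812 and 19746108 reads in LoGI tumors 19, 27 and 28. These totals are the depth behind the values given here. The table lists 60649 genes by human Ensembl identifier, does not pair them with gene symbols, and has no read in any tumor for 24032 of them. Differential expression was tested on the 24545 genes with at least 10 reads summed over the 6 tumors, after TMM normalization, whose factors lay between 0.964 and 1.03.
Replicate tumors were compared before they were grouped. Over genes with at least 20 reads in a pair of tumors, the chi-square statistic per degree of freedom, which is near 1 for repeated counts of one library, ranged from 9.20 to 12.5 for the 3 pairs of HiGI tumors and from 4.91 to 12.2 for the 3 pairs of LoGI tumors. No tumor was therefore a repeat of another within sampling noise. For the 9 pairs of tumors from different diets it ranged from 15.5 to 28.2. The first principal component of log2 CPM (counts scaled to library size, with a prior count of 2) held 51.3% of the variance, and the HiGI and LoGI tumors did not overlap on it. The second held 14.7% and separated HiGI tumor 26 from HiGI tumors 16 and 20.

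**Figure D1:**
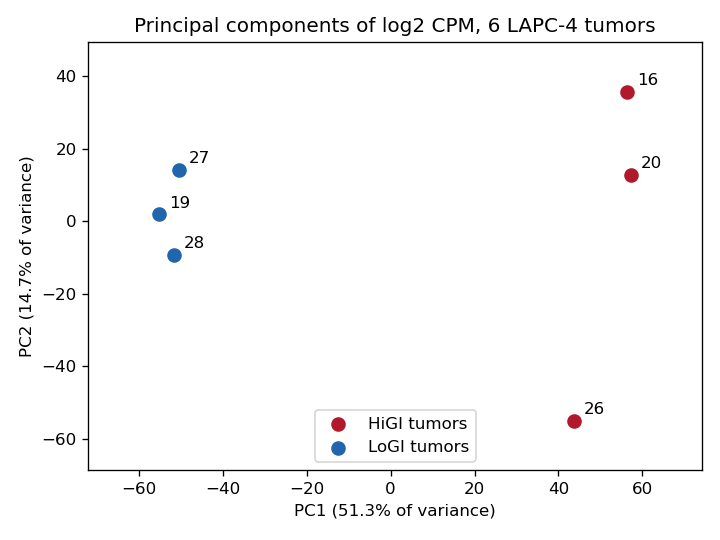
First and second principal components of log2 CPM for the 6 tumors, with each point labelled by its tumor number. HiGI tumors lie between 43.7 and 57.4 on the first component and LoGI tumors between -55.2 and -50.5.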

We found 18 pathways significantly upregulated in the HiGI group (i.e., downregulated in LoGI), while only one pathway was significantly upregulated in the LoGI group (Fig. 4A). 

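Pre-ranked enrichment starts from the fold change of every gene, and that ranking was computed for LoGI over HiGI tumors. Of the 24545 ranked genes, 12386 had a positive log2 fold change and 12159 a negative one, with a median of 0.00335. The negative tail was the longer one. Its 5th percentile was at -1.44 and its 1st percentile at -5.04, against 0.75 for the 95th percentile and 1.50 for the 99th. A log2 fold change of 1 or more was found for 697 genes and of -1 or less for 1883 genes. A log2 fold change of 4 or more was found for 3 genes and of -4 or less for 361 genes. Among the 500 genes at the HiGI end of the ranking, 416 had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the median gene had 89 reads over the 6 tumors. Among the 500 genes at the LoGI end, 9 did, and the median gene had 17 reads over the 6 tumors. The filter on low counts moved the LoGI end most. With edgeR's filterByExpr, which kept 17722 genes, 58 genes had a log2 fold change of 1 or more and 790 of -1 or less. The hallmark sets were not scored here, since the count table does not pair its identifiers with gene symbols.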

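At an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and a log2 fold change of at least 1 in size, 847 genes differed between diets. Of these, 18 genes were higher and 829 genes were lower in LoGI tumors. The threshold that moved the number of higher genes most was the fold change itself. With no minimum, 90 genes were higher and 1071 lower. The number of lower genes moved most when at least 10 reads were required in every tumor, to 300. For all 18 higher genes and for 817 of the 829 lower genes, the normalized counts of the 3 LoGI tumors lay on one side of those of the 3 HiGI tumors. Among all tested genes this held for 4546, or 18.5%, where chance alone gives 10%. The 15 largest log2 fold changes among the lower genes ran from -11.00 to -8.88. No LoGI tumor had more than 8 reads on any of these 15 genes, and for 12 of them none had more than 3, so that their log2 fold changes rest on edgeR's default prior count. The 15 largest among the higher genes ran from 5.27 to 1.04. For 2 of them every HiGI tumor had 3 reads or fewer. The 5 genes with the smallest p among the higher genes had log2 fold changes between 1.01 and 1.14 and adjusted p from 8.69e-05 to 0.00266 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The 5 with the smallest p among the lower genes had log2 fold changes between -9.26 and -5.20 and adjusted p from 8.86e-12 to 2.06e-11 in that same edgeR test.

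**Figure D2:**
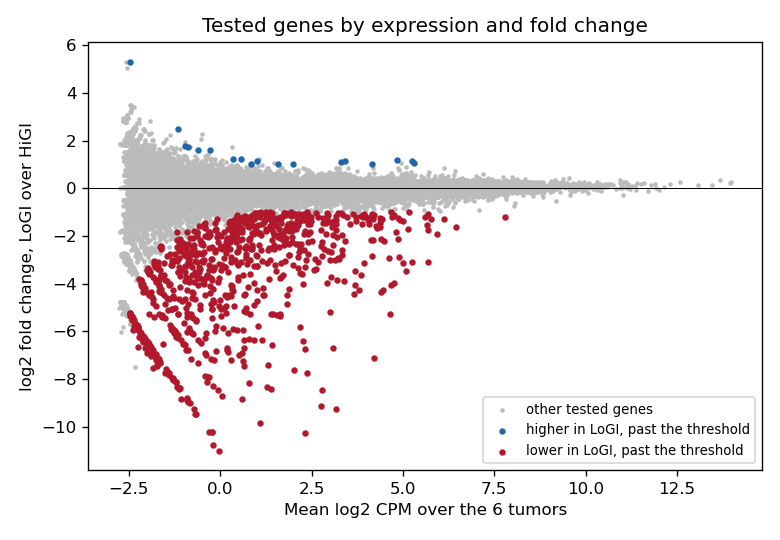
Log2 fold change of LoGI over HiGI tumors against mean log2 CPM over the 6 tumors for the 24545 tested genes. Genes past the threshold are colored, with 18 above 0 and 829 below 0, and the diagonal rows at the lower left are genes with few or no reads in LoGI tumors.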

The top 15 differentially expressed genes by diet are graphed in Fig. 4B. To determine their relevance in human PC, we selected the top downregulated and upregulated genes in the LoGI vs. HiGI group and determined their expression by disease course in the PCTA. 

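The genes with the largest fold changes among those past the threshold are given by Ensembl identifier, because the count table does not pair identifiers with symbols. ENSG00000133048.13 had the largest decrease in LoGI tumors among genes past the threshold. It had 557, 176 and 72 reads in HiGI tumors 16, 20 and 26 and 0 reads in each LoGI tumor, and is one of 153 genes with at least 10 reads in every HiGI tumor and at most 3 in every LoGI tumor. Its normalized count was 255 ± 229 (SD, n = 3) in HiGI tumors, 85.0 times the 3 reads taken as the smallest level the depth can show. Its log2 fold change of -11.00 (standard error 1.68 from DESeq2, adjusted p = 6.7e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) depended on the prior count and was -7.01 with a prior count of 2. With each tumor left out in turn it ran from -11.44 to -9.96. ENSG00000141753.7 had the smallest p of all genes. Its normalized count was 2741 ± 648 (SD, n = 3) in HiGI tumors and 4.75 ± 0.870 (SD, n = 3) in LoGI tumors, a log2 fold change of -9.15 (standard error 0.41 from DESeq2, adjusted p = 8.86e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).
ENSG00000260509.2 had the largest increase in LoGI tumors among genes past the threshold, from 0 reads in each HiGI tumor to 6, 5 and 3 reads in LoGI tumors 19, 27 and 28. Its normalized count of 4.71 ± 1.57 (SD, n = 3) in LoGI tumors was 1.57 times the 3-read limit. Its log2 fold change was 5.27 (standard error 1.67 from DESeq2, adjusted p = 0.0424 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It did not pass an adjusted p of 0.05 in the DESeq2 Wald test, or in any of the 4 fits that each left out one tumor and still tested it. ENSG00000137033.12 had the next largest increase among genes past the threshold, and the largest one past it when genes were filtered by filterByExpr. It had 3, 3 and 2 reads in HiGI tumors 16, 20 and 26 and 13, 18 and 15 reads in LoGI tumors 19, 27 and 28. Its normalized count was 15.4 ± 1.63 (SD, n = 3) in LoGI tumors, 5.14 times the 3-read limit. Its log2 fold change was 2.50 (standard error 0.77 from DESeq2, adjusted p = 0.0058 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and ran from 2.38 to 2.59 with each tumor left out in turn. ENSG00000141753.7 was picked among genes with no overlap between diets, and the other 3 for their fold change after the values were seen, so that the separation of the diets on these 4 genes follows from how they were picked. From its top gene in each direction, set against expression in human prostate tissue, the paper reasons that the changes resemble benign tissue more than cancer. It proposes that a LoGI diet may be linked to prevention of prostate cancer, but asks for caution because findings in human cohorts were mixed. The paper treats its expression results as hypothesis-generating.

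**Figure D3:**
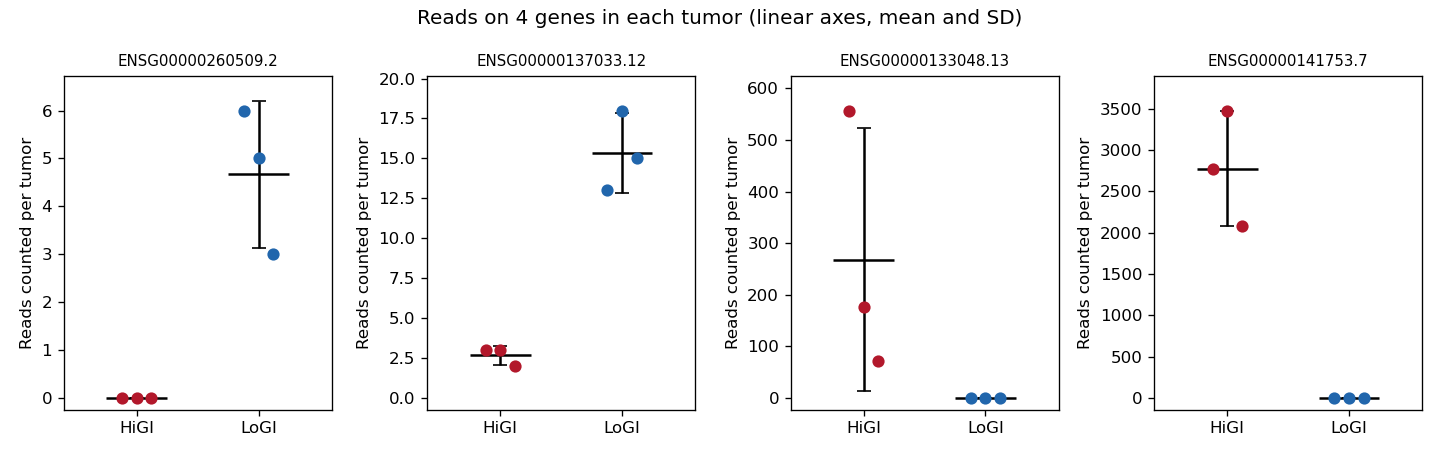
Reads counted on each of the 4 genes per tumor, in the order 16, 20 and 26 for HiGI and 19, 27 and 28 for LoGI from left to right, with the mean (horizontal line) and SD (error bar) of each diet on linear axes. LoGI tumors have 0 reads on ENSG00000133048.13, where HiGI tumors have from 72 to 557.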

Expression of IL-33 (interleukin-33), the top upregulated gene in the LoGI group (FC = 2.5), is lower in primary PC and mCRPC vs benign prostate tissue (*P* < 0.001), while expression of CHI3L1 (chitinase-3-like protein-1), the top downregulated gene in the LoGI group (FC = −10.98) is higher in primary PC vs benign prostate tissue (*P* < 0.001) (Fig. 4C).

**Fig. 4:**
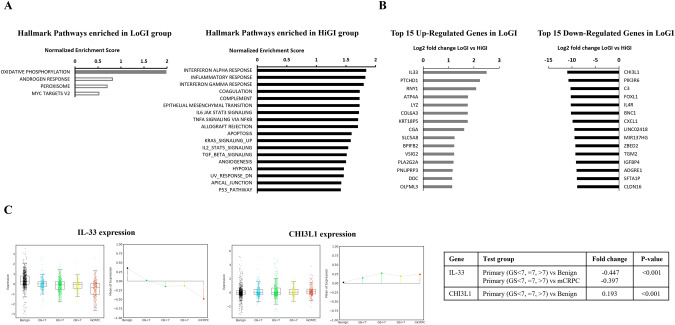
Gene expression analysis. **A** Top pathways enriched in each diet group in mice tumors. Solid bars represent significantly enriched pathways. **B** Top 15 differentially expressed genes by diet group in mice tumors. **C** Expression of differentially expressed genes IL-33 and CHI3L1 in human PC by disease course.

## Discussion

Dietary interventions, particularly those including carbohydrate modulation, are not a new concept in cancer research. Still, most of the research to date focused on carbohydrate restriction, instead of modifying carbohydrate *quality*. Human studies show a potential benefit to lowering GI in our diets for cancer prevention and overall health, however, the extent of this modification, the mechanisms behind those effects and the association with cancer progression remain unknown [6, 20]. In this study, we aimed to determine the impact of consuming a high or low GI diet on PC progression using a xenograft model.

Previous research shows low-carbohydrate diets (i.e., reducing carbohydrate *quantity*) delayed PC growth and improved survival [3, 4]. Meanwhile, our current results suggest that modifying the types of carbohydrates consumed (i.e., altering carbohydrate *quality)*, while keeping carbohydrate intake high and the same across groups, was not enough to delay PC growth and improve survival. However, our study design did not exactly mimic a human eating pattern, given that mice are nocturnal and eat in smaller amounts continuously rather than in big meals. This is a limitation of the study that could have reduced the pro-cancerous effects of a high GI. Importantly, we saw no detrimental effects on PC progression or survival from consuming a LoGI diet, but rather found favorable impacts on body composition and suggestive benefits on glucose homeostasis, suggesting a LoGI diet may have overall health benefits.

Our goal was to compare the impact of diet composition on tumor growth independent of weight loss. For this reason, body weight in the mice was carefully monitored and remained the same between groups throughout the study. Still, mice fed a LoGI diet had 30% lower percent body fat (*P* = 0.007) than those on a HiGI diet. Due to the methodology (Echo-MRI^TM^) we used to determine body composition, we were only able to quantify total body fat mass but unable to identify adipose tissue distribution in the body. However, we do not anticipate this observation was related to cachexia, a state commonly observed in advanced cancer stages, known to change body composition and induce wasting and weight loss because the LoGI group had non-significantly lower tumor volumes at this time point compared to the HiGI group. Also, there were no differences in body weight between groups at any point of the study, and no weight or muscle mass loss. In sum, these findings show GI impacts body composition. Intriguingly, a systematic review of human studies found a low GI or low glycemic load diet was associated with reduced body weight and total fat mass [21]. These studies focused on people who were overweight or obese, while we saw an impact on fat mass in non-obese mice without weight loss. Altogether, these findings suggest modulating carbohydrate quality is an effective way of improving body composition, though ultimately the impact of this on cancer outcomes remains unclear.

When liver weights were taken at sacrifice, livers from mice fed a LoGI diet weighed >20% less than those fed a HiGI diet (*P* < 0.001). This is a relevant finding as high liver weight could be an indication of fat infiltration. In a randomized controlled trial testing macronutrient quality on liver fat content, a low GI/low saturated fat diet resulted in significantly lower glycemic response and hepatic fat, compared to a high GI/high saturated fat diet [22]. Similarly, improved glucose control, independent of body weight change, is associated with reduced non-alcoholic fatty liver disease [23]. Although further research is needed to confirm if improving glycemic control through a low GI diet results in protection from hepatic steatosis, if true, this result would be a highly impactful finding given the negative health consequences of fatty liver.

We hypothesized that consuming a low GI diet would inhibit tumor growth by decreasing the activation of the insulin/IGF-1 signaling axis compared to a high GI diet. To test this, we measured blood glucose and serum levels of insulin, IGF-1, and IGFBP-3. Mice fed a LoGI diet had suggestively lower levels of glucose, insulin, IGF-1, and IGF-1: IGFBP-3 ratio and higher IGFBP3 levels than the group fed a HiGI diet. Although none of these comparisons reached statistical significance, there was a clear trend suggesting a favorable impact of consuming a low GI diet on the insulin/IGF-1 pathway. Inhibition of IGF-1 in PC has been associated with slower PC growth in multiple animal and in vitro studies [24, 25]. Also, IGFBP-3, one of IGF-1 binding proteins, is thought to have tumor suppressive effects independent of IGF-1, by promoting apoptosis, and inhibiting growth, invasion, and angiogenesis [26–28]. Although our study may have had insufficient power to examine these associations, as these measurements were done only on a subset of mice, our results suggest that consuming a LoGI diet may not inhibit the insulin/IGF-1 pathway strongly enough to impact tumor growth.

To further understand the impact of GI, we analyzed the PC transcriptomes from mice to determine effects on pathways aside from the insulin/IGF-1 pathway. We identified 18 pathways upregulated in the HiGI group. Intriguingly, more than half of these were immune or inflammation related, including interferon alpha and interferon gamma response, inflammatory response, and TNFa via NFkB, IL6/Jak/Stat3, IL2/Stat5 and TGF-beta signaling pathways. Others included epithelial mesenchymal transition, apoptosis, angiogenesis, hypoxia, and KRAS and P53 signaling, which are related to cancer processes, such as cell proliferation and metastatic potential. Meanwhile, the oxidative phosphorylation pathway was upregulated in the LoGI group. A potential hypothesis to explain this is that tumors in the LoGI group may be shifting to beta-oxidation to get energy from fat breakdown instead of sugar, which could also explain why this group had a lower percent body fat. If true, this raises the possibility that in tumor types that are more glucose dependent (i.e., PCs are typically not considered highly glucose dependent tumors), such as some glioblastoma subtypes, anti-tumor activity could be seen, though this would require further study [29]. Surprisingly and contrary to our expectations, we did not see differential enrichment of the PI3K/mTOR pathway in this analysis. This finding, along with the modest reduction in insulin and IGF-1 levels, supports the idea that modulation of GI alone when consuming a high carbohydrate diet does not impact pro-growth pathways strongly enough to impact tumor volume, especially compared to carbohydrate restriction.

The top upregulated gene in the LoGI group was IL-33, a cytokine currently being studied as a potential therapy for immune homeostasis and for its role in cancer immune-surveillance [30, 31]. According to our analysis from >1300 PC human specimens in the PCTA database, IL-33 expression was significantly higher in benign prostate tissue compared to primary tumors and even lowest in mCRPC (*P* < 0.001). A previous study showed low IL-33 levels in metastatic vs. primary tumors and its association with higher PC progression and recurrence [31]. In contrast, the top downregulated gene in the LoGI group was CHI3L1, which is associated with cancer cell proliferation, invasion, metastasis, and angiogenesis and is highly expressed in metastatic PC [32, 33]. Furthermore, it may contribute to an immunosuppressive tumor microenvironment by activating tumor-associated macrophages and Th2 polarization of CD4^+^ T-cells [34]. Combined with the enrichment of immune-related pathways mentioned above, these findings suggest GI perturbation could impact immune functions in cancer. In our analysis of human PC, CHI3L1 gene expression was higher in PC vs benign prostate tissue (*P* < 0.001). In summary, intriguingly, a LoGI diet induced gene expression changes (upregulated IL-33 and downregulated CHI3L1) that mirror expression patterns of benign prostate tissue more than PC, suggesting a LoGI diet may be associated with PC prevention. However, interpretation of these results should be done cautiously since results from previous human cohorts did not consistently see an association between a low GI diet and cancer risk. In a study from France, investigators did find an association between low GI food and beverages and lower cancer risk. This was true for overall cancer, breast cancer and postmenopausal breast cancer [20]. However, specific to PC, published research shows mixed findings. High GI was associated with increased PC risk in a case-control study performed in Iranian men [6] and a 2019 dose-response meta-analysis [6, 9]. Meanwhile, in the Prostate, Lung, Colorectal and Ovarian Cancer Screening Trial cohort, authors did not find an association between PC incidence and GI but stated their ability to detect associations was limited by having a narrow GI range in the cohort [8]. Similarly, there was no association found between GI and PC risk in two meta-analyses [7, 35]. Ultimately, further validation among different populations is needed. Thus, we consider the results from our gene expression analysis to be hypothesis-generating. Further studies are needed to provide additional information about how carbohydrate quality modulates cancer cell signaling and to determine the impact of these genes/pathways on long-term outcomes.

While consuming a LoGI Western diet did not improve survival vs a HiGI Western diet in our PC xenograft study, we were limited to one model and therefore were unable to generalize our conclusions to PC progression and survival. Given the literature on GI and PC shows mixed results and is limited to PC risk and not progression, further research is needed to better identify the role of GI in PC progression. Future studies considering modifications of carbohydrate quality while also modifying carbohydrate quantity and their effects on PC growth and survival are needed, for example using glycemic load, which considers GI and carbohydrate amount, instead of GI only.

## Conclusion

Although consuming a low GI high carbohydrate diet was not enough to delay PC growth in mice, compared to a high GI high carbohydrate diet, findings from this study show eating a low GI diet can have a positive impact on body composition, specifically by reducing adiposity. Furthermore, a LoGI diet reduced expression of pro-tumor and inflammation-related genes, while promoting a healthier metabolic state by improving glucose homeostasis, though these latter findings were not statistically significant. Ultimately, further research is needed to gain additional insight on the role of GI in PC outcomes and to determine the effects of GI when consuming a low carbohydrate diet.

## Data Availability

The RNA-sequencing datasets generated during the current study have been deposited in NCBI’s Gene Expression Omnibus [36] and are available through the GEO Series accession number GSE246780 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE246780).

How the deposited data were processed for this re-analysis (not part of the article)

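RNA was measured by sequencing in 6 LAPC-4 xenograft tumors, 3 from mice fed the HiGI diet and 3 from mice fed the LoGI diet. The authors mapped reads to the human and mouse genomes with BBMap, removed those unique to mouse, aligned the rest to the human genome with STAR and quantified them with RSEM, and deposited whole-number counts per gene without normalization or a filter on genes. RSEM estimates need not be whole, and how they became whole numbers is not stated in the paper's text. Tumors were assigned to diets from the sample records, each column of the count table was matched to its tumor by its name, and 0 columns were left unmatched. The records name the organism as mouse, while the paper describes human tumor cells counted on the human genome, and the counts were read as human.

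Counts were normalized by TMM and compared between diets with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood F-test (glmQLFit and glmQLFTest) with Benjamini-Hochberg adjustment. Genes with at least 10 reads summed over the 6 tumors entered the test, and genes with an adjusted p under 0.05 and a log2 fold change of at least 1 in size were counted, which is the paper's threshold. The paper names edgeR but its text names neither the edgeR test nor a filter. Fold changes used edgeR's default prior count. Standard errors of single genes came from DESeq2 1.42.0. Counts were also simulated for the 24545 genes, with the same dispersion (spread between replicates) for every gene. Of these genes, 200 were changed 4-fold, all drawn from genes with a high mean of reads. On the 24017 simulated genes that passed the filter, the same test recovered 100% of the changed genes with 4 false calls. These rates do not cover genes with few reads or with larger spread between tumors, such as some of those called here. The alternatives were DESeq2 size factors, upper-quartile normalization, edgeR's exact test, the DESeq2 Wald test, a filter of 1 read, filterByExpr, a filter of 10 reads in every tumor, a prior count of 2, no minimum fold change, and leaving out each tumor in turn. They were set before the data were examined. Normalization by library totals only, and a stricter rule for genes read on one diet only, were added afterwards.

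Library totals lay between 18749813 and 21550812 reads. A gene with 3 reads or fewer in every tumor of a diet was treated as being at the limit of what this depth can show. The mean of the other diet is then given as a multiple of 3 reads. This multiple makes no allowance for counting error or for spread between tumors, so that it is not a confidence bound. The 3-read limit and the binomial intervals cover counting error only, since reads were not marked by molecule. With 3 tumors per diet, an exact two-sided permutation test cannot go below p = 0.1.

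The genes to be named were set as every gene the paper names, the 5 with the smallest p in each direction among genes past the threshold with no overlap between diets, and a short list of further genes, among them genes of the insulin pathway. The count table holds human Ensembl identifiers and does not pair them with symbols, and no table of human gene names was used here. IL-33, CHI3L1, the other genes of Fig. 4B, these further genes, the hallmark sets and the pathway lists written for this purpose were therefore not looked up, and 4 genes are given by identifier. GC content, gene length and reads shared between paralogs were not tested for the same reason. Survival, body composition, serum and Ki67 measurements are not part of the count table.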

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

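The tests in this part were chosen after the result was seen. In all, 153 genes had at least 10 reads in every HiGI tumor and at most 3 reads in every LoGI tumor. The paper does not report on genes read on one diet only. The reverse held for 1 gene. Of the 153 genes, 37 had 0 reads in all LoGI tumors and 19 had more than 100 reads in every HiGI tumor. Together they took 0.0674%, 0.0601% and 0.0405% of the reads of HiGI tumors 16, 20 and 26 (95% Clopper-Pearson intervals 0.0663% to 0.0685%, 0.0590% to 0.0612% and 0.0396% to 0.0414%), against 0.000594%, 0.000650% and 0.000587% in LoGI tumors 19, 27 and 28 (intervals 0.000490% to 0.000714%, 0.000546% to 0.000767% and 0.000485% to 0.000705%). The genes were chosen by their reads in these same tumors, so that the gap between diets in these shares follows from the choice. The smallest share that 3 reads can show lay between 1.39e-05% and 1.60e-05% of a library.

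The libraries differed little in depth, and HiGI tumor 26 had fewer reads (18749813) than any LoGI tumor (19022240 or more). After HiGI tumors 16 and 20, the only HiGI libraries above the smallest LoGI total, were thinned at random to it, 148 of the 153 genes still met the rule. This thinning changed the libraries little, and the totals themselves leave no deeper sequencing shared by the HiGI tumors. Nor did a few genes take up the LoGI libraries: the 10 most counted genes held a share of reads only 1.02 percentage points larger in LoGI than in HiGI tumors. No other split of the 6 tumors into 3 and 3 gave any such gene in either direction, against 154 for the split by diet, so that 1 of the 10 splits gave as many. With 10 splits the share cannot fall under 0.1, so that this test alone cannot exclude chance. Set gene by gene against the spread between replicates, 829 genes were lower in LoGI tumors past the threshold (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Genes of one tumor can vary together, so that these calls are not independent evidence against chance for the set. Whether diet or another difference between these 2 sets of tumors lies behind the lower genes is not decided by these tests.

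Another candidate explanation is RNA from other human cells, present in HiGI tumors in differing amounts. If one mixture were added in different amounts, nearly all 153 genes should be higher in the HiGI tumor with most of these reads (tumor 16) than in the one with least (tumor 26). This held for 66.7% of the genes, a share reached by 0.13% of 10000 lists of other genes matched on mean reads, each compared between its own tumors with most and least reads (median 52.9%), but below the 85.6% to 97.4% of 200 simulated single mixtures. The log2 ratios between the 2 tumors had an interquartile range of 1.23, against 0.372 to 0.843 in the matched lists and 0.478 to 0.782 in the simulated mixtures. A single fixed mixture, as simulated, therefore did not give this spread. Other human RNA of varying composition cannot be told apart from regulation of these genes by diet in the tumor cells. Mouse reads that passed the removal step are also not excluded. LoGI tumors carried 1.09% of the HiGI tumors' reads on these genes, but the genes were chosen for few LoGI reads, so that this share says nothing about host reads. The effect of diet on tumor cells therefore remains a hypothesis. It could be tested by mapping the reads again to both genomes and by genotyping the RNA against LAPC-4.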

How the results depend on the processing

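The direction, with more genes lower than higher in LoGI tumors, held under every alternative that was run. The number of genes higher in LoGI tumors (18) changed by more than 1.5 times with edgeR's exact test (32), with all genes of at least 1 read (39), with no minimum fold change (90) and with at least 10 reads in every tumor (10), and went from 4 to 26 across the 6 fits that each left out one tumor. Of these 18 genes, between 3 and 10 were called again in each of those fits. The number lower (829) fell to 300 with at least 10 reads in every tumor, a filter that removes genes with no reads on one diet, and went from 685 to 846 with one tumor left out. Of these 829 genes, between 678 and 776 were called again. Normalization had little effect, with 826 lower genes under DESeq2's size factors, 810 under upper-quartile normalization and 854 under library totals only, which was chosen after seeing the data. In 1 of the 10 splits of the 6 tumors into 3 and 3, the split by diet, as many as 847 genes passed the threshold, and every other split gave 0. The number of splits does not allow a share under 0.1.

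The largest log2 fold change among genes past the threshold and higher in LoGI tumors was 5.27, held by ENSG00000260509.2, which had 14 reads in all. With filterByExpr this gene was removed, with the DESeq2 Wald test it no longer passed the threshold, and with a prior count of 2 its log2 fold change fell to 1.75. ENSG00000137033.12 then held the largest value, at 2.49, 2.56 and 1.91 in these 3 settings. With at least 10 reads in every tumor, which removes both genes, another gene held it, at 1.21. With edgeR's exact test and with all genes of at least 1 read it was 5.31, and ENSG00000260509.2 did not hold it either. The largest value went from 2.58 to 5.89 with one tumor left out, and in none of those 6 fits was it held by ENSG00000260509.2. The largest decrease among genes past the threshold, -11.00, was held by ENSG00000133048.13 and became -7.14, for another gene, with at least 10 reads in every tumor, a filter that removes ENSG00000133048.13. With a prior count of 2 this gene fell to -7.01, more than its standard error of 1.68, and another gene held the largest decrease at -9.47. The gene kept its place, with a change under its standard error, with DESeq2's size factors, upper-quartile normalization, edgeR's exact test, the DESeq2 Wald test, all genes of at least 1 read and filterByExpr. The largest decrease went from -12.19 to -10.73 with one tumor left out, and another gene held it without HiGI tumor 16 or without LoGI tumor 27.

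Among the 4 genes given by identifier, none was tested with at least 10 reads in every tumor. ENSG00000260509.2 was also not tested with filterByExpr, without LoGI tumor 19 or without LoGI tumor 27, and of the settings that tested it, 5 lost its call. No direction reversed where a gene was tested. A prior count of 2 kept the calls but moved ENSG00000141753.7 from -9.15 to -8.67, more than its standard error of 0.41. Of the 15th largest fold changes, 3 values moved. Where no reason is given, the cause was not tested.

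The number of genes read in every HiGI tumor and not in LoGI tumors (153) fell to 27 when at least 20 reads in each HiGI tumor and 0 in each LoGI tumor were required, a rule chosen after seeing the data. With one tumor left out it went from 160 to 203. The reverse number (1) was 0 under the stricter rule and went from 1 to 4 with one tumor left out. Leaving out a tumor removes a condition from the rule, so that these numbers can only stay or rise and show no stability. The alternatives for IL-33, CHI3L1, the other named genes, Fig. 4B and the pathway lists were not run, because the count table does not pair identifiers with symbols.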

Differences from the paper's values

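The paper gives 2.5 as the fold change of its top upregulated gene in the LoGI group, read here as a log2 value because the paper's threshold and its other fold changes are on that scale. The largest log2 fold change among genes past the threshold was 5.27 here (standard error 1.67), for a gene with 0 reads in every HiGI tumor. Its LoGI mean was 1.57 times the 3-read limit. Each alternative was compared through the standard error of the gene that held its largest value. It was also counted as different when it was over 1.5 times the paper's value for a gene with 3 reads or fewer in every HiGI tumor. The standard error measures spread between tumors, and the paper used the same tumors. A value within it is therefore only weak evidence of the same result. Of the alternatives set before the data were examined, the value differed by neither rule from the paper's 2.5 with filterByExpr (2.49), the DESeq2 Wald test (2.56) and a prior count of 2 (1.91), all 3 for a gene with standard error 0.77, and without HiGI tumor 16 (2.95), HiGI tumor 20 (2.59), LoGI tumor 19 (2.58) or LoGI tumor 28 (2.75). Without HiGI tumor 16 and without LoGI tumor 28, the largest value belonged to a gene other than ENSG00000137033.12. The value differed with at least 10 reads in every tumor (1.21). It was also counted as different with DESeq2's size factors (5.28) and upper-quartile normalization (5.28), and without HiGI tumor 26 (5.65). By the second rule alone, within the standard error of 3.57, it was so counted with edgeR's exact test (5.31), all genes of at least 1 read (5.31) and without LoGI tumor 27 (5.89). All these values above 5, like the 5.27, belong to genes with 3 reads or fewer in the HiGI tumors. They rest on the prior count, so that they show no disagreement with the paper's 2.5. The paper names IL-33 as this gene. Which gene of the count table it is was not looked up here. In the main fit, ENSG00000137033.12 had a log2 fold change of 2.50, near the paper's value. That gene had 3, 3 and 2 reads in the HiGI tumors and 13, 18 and 15 in the LoGI tumors. The count table alone does not show whether it is the gene the paper names.

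The paper gives -10.98 for its top downregulated gene, and the largest decrease here was -11.00 (standard error 1.68), a difference within that error. The gene had 0 reads in every LoGI tumor, so that this value depends on the prior count and the reads give a decrease of at least 85.0-fold. This limit uses the mean of HiGI tumors 16, 20 and 26, which had 557, 176 and 72 reads. It therefore rests most on tumor 16 and would be lower without it. Of the alternatives set before the data were examined, the largest decrease differed from the paper's with at least 10 reads in every tumor (-7.14), with a prior count of 2 (-9.47) and without LoGI tumor 27 (-12.19), and did not with the others. The 15th largest decrease was -8.88 here against about -8.9 in Fig. 4B, read by eye, and differed with at least 10 reads in every tumor (-3.99) and with a prior count of 2 (-6.76).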

Other observations

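The test of G2 and M phase pairs was set before its result was seen, and the test of trace reads afterwards. The hypothesis that diet changed the share of tumor cells in G2 or M phase was tested with gene pairs from the scran package (version 1.30.0), which are listed by Ensembl identifier and whose order within a cell marks a phase. For 20408 pairs of the G2 and M phases, the share in the listed order was 49.8% ± 0.241 (SD, n = 3) in HiGI tumors and 49.5% ± 0.181 (SD, n = 3) in LoGI tumors, a difference of -0.368 percentage points (two-sided exact permutation test, p = 0.2, Benjamini-Hochberg adjusted 0.2 over 3 phases), and the diets overlapped. For G1 pairs the difference was 0.878 percentage points and for S pairs -0.893, with no overlap between the 3 tumors of each diet (exact permutation p = 0.1 for each, the smallest that 3 against 3 allow, adjusted 0.15). The G1 and S comparisons had no prediction, and the pairs were made for single cells, so that these values describe whole tumors only. No biological explanation of the G1 and S differences was tested.

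Several genes abundant in HiGI tumors kept a few reads in LoGI tumors. For the 13 genes with a mean of at least 500 reads in HiGI tumors and LoGI reads of at most 1% of the HiGI reads, LoGI tumors had 290 reads against 75755. A candidate explanation is carry-over between libraries, which as the only source of these reads should leave the same share for every gene. The share ran from 0.0738% to 0.934%, and the chi-square statistic per degree of freedom against one share was 13.2. In a simulation test that drew the LoGI reads at one share, p was 1e-04, the smallest that 10000 draws give. This test takes reads as independent molecules, which they are not known to be, so that carry-over at one rate with reads copied by PCR is not excluded. Carry-over added to reads from the LoGI tumors themselves is not excluded either. No biological explanation was tested.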
